# Hyperactivation of Nrf2 in early tubular development induces nephrogenic diabetes insipidus

**DOI:** 10.1038/ncomms14577

**Published:** 2017-02-24

**Authors:** Takafumi Suzuki, Shiori Seki, Keiichiro Hiramoto, Eriko Naganuma, Eri H. Kobayashi, Ayaka Yamaoka, Liam Baird, Nobuyuki Takahashi, Hiroshi Sato, Masayuki Yamamoto

## Abstract

NF-E2-related factor-2 (Nrf2) regulates cellular responses to oxidative and electrophilic stress. Loss of Keap1 increases Nrf2 protein levels, and Keap1-null mice die of oesophageal hyperkeratosis because of Nrf2 hyperactivation. Here we show that deletion of oesophageal Nrf2 in Keap1-null mice allows survival until adulthood, but the animals develop polyuria with low osmolality and bilateral hydronephrosis. This phenotype is caused by defects in water reabsorption that are the result of reduced aquaporin 2 levels in the kidney. Renal tubular deletion of Keap1 promotes nephrogenic diabetes insipidus features, confirming that Nrf2 activation in developing tubular cells causes a water reabsorption defect. These findings suggest that Nrf2 activity should be tightly controlled during development in order to maintain renal homeostasis. In addition, tissue-specific ablation of Nrf2 in Keap1-null mice might create useful animal models to uncover novel physiological functions of Nrf2.

## Abstract (web summary)

Nrf2 regulates oxidative and electrophilic stress responses by modulating the expression of enzymes involved in detoxification pathways. Here Suzuki *et al*. show that Nrf2 activation in early tubular development promotes nephrogenic diabetes insipidus by regulating aquaporin 2 expression and trafficking and water permeability.

Accumulating lines of evidence support the notion that oxidative and electrophilic stresses form the molecular basis for many diseases, including cancer, diabetes and inflammation^1^. Our bodies are equipped with a number of defense systems that can protect us from these damaging insults. In addition to the natural induction of cytoprotective systems, activation of these defense systems using small-molecule chemical inducers is considered to be an effective strategy for the treatment and/or prevention of disease. To this end, appropriate model animal systems that allow us to evaluate the physiological consequences of an increase in the expression of cytoprotective systems are urgently required.

Transcription factor Nrf2 (NF-E2-related factor-2) is essential for the oxidative and electrophilic stress responses of animals^1^. Downstream target genes of Nrf2 include enzymes that act in the antioxidant and detoxification pathways, which regulate the cellular adaptation to oxidative and xenobiotic stresses^2^. The *Nrf2* gene knockout mouse clearly demonstrates that Nrf2 plays an important role in the response to oxidative and electrophilic stresses^3^,^4^. Under homeostatic and stress-free conditions, cellular Nrf2 abundance is maintained at a very low level as the ubiquitin E3 ligase complex composed of Keap1 and Cullin 3 (Cul3) specifically promotes the ubiquitination and proteasomal degradation of Nrf2 (refs 5, 6). Notably, Keap1 acts as a sensor for electrophilic and oxidative stresses by using reactive cysteine residues within the protein^2^,^7^. Exposure to electrophiles or reactive oxygen species (ROS) hampers Keap1 activity, reducing Nrf2 ubiquitination and leading to the stabilization and nuclear translocation/accumulation of Nrf2 (ref. 2). Subsequently, the expression of a battery of Nrf2 target genes is induced for cytoprotection against these insults. Thus cellular Nrf2 activation results from the repression of Keap1-mediated Nrf2 degradation^1^,^2^.

In order to investigate the function of Nrf2 in mammals, we generated Keap1-null mice in which Nrf2 is constitutively activated, and Nrf2 target genes are upregulated throughout the whole body^8^. However, *Keap1*-null mice are juvenile lethal due to hyperkeratosis in the upper digestive tract, which leads to the obstruction of the oesophagus and death by starvation. Importantly, the lethality of the *Keap1-*null mice is cancelled by simultaneous deletion of the *Nrf2* gene^8^, indicating that the *Keap1*-null phenotype is a consequence of the constitutive activation of Nrf2. Knockdown of the *Keap1* gene due to floxation of the Keap1 locus with loxP sites leads to the constitutive accumulation of Nrf2 throughout the body without lethality^9^. However, in this case, Nrf2 activation is weaker than that of the Keap1-null mice due to the partial retention of Keap1 expression^9^. Tissue-specific disruption of the *Keap1* gene using the Cre-loxP system has been used to investigate the physiological effects of full activation of Nrf2 by the complete deletion of Keap1 (refs 9, 10, 11, 12). However, there are limitations in the availability of mouse lines expressing the Cre recombinase in a tissue-specific manner.

To generate a viable mouse model harbouring systemic full activation of Nrf2, we decided to rescue the lethality of the global Keap1-knockout mouse using *Keratin5*-Cre mice (K5-Cre), which express Cre recombinase in squamous epithelium under regulation of the *Keratin5* promoter^13^. The squamous epithelium-specific disruption of the *Keap1* gene using K5-Cre mice recapitulates the lethality of *Keap1*-null mice^9^, indicating that Nrf2 accumulation in the squamous epithelium is responsible for the lethality of systemic *Keap1*-null mice. In contrast, a squamous epithelium-specific Nrf2 deficiency in the context of systemic Keap1-deficient mice (*Keap1*^*−/−*^*::Nrf2*^*Flox/Flox*^::*K5*-Cre, referred to as Nrf2-deficient in oesophagus and *Keap1*-null mice, NEKO) corrects the hyperkeratosis of the oesophagus and subsequent lethality, while full activation of Nrf2 is observed in most tissues, with the exception of the oesophagus and skin. Through the analysis of NEKO mice, we found a novel phenotype in the kidney, which is attributed to the full activation of Nrf2 by complete deletion of Keap1.

## Results

### Oesophageal Nrf2 deletion rescues Keap1-null mouse lethality

To remove Nrf2 expression in the oesophagus of systemic *Keap1*-null mice, we utilized *K5-Cre*^13^, which expresses the Cre recombinase in squamous epithelium, and generated *Keap1*^*−/−*^*::Nrf2*^*Flox/Flox*^*::K5-Cre* (NEKO) mice. As expected, *Nqo1* and *Gclc*, prototypical Nrf2 target genes^2^, were upregulated in most tissues of *Keap1*^*−/−*^*::Nrf2*^*Flox/Flox*^ mice, whereas *Nqo1* and *Gclc* induction was reduced in the oesophagus and skin but not in the other tissues in NEKO mice (Fig. 1a and Supplementary Fig. 1). Consistent with the *Nqo1* and *Gclc* expression, the hyperkeratosis of the oesophagus and forestomach observed in *Keap1*^*−/−*^*::Nrf2*^*Flox/Flox*^ mice was rescued in NEKO mice (Fig. 1b–e and Supplementary Fig. 2a–c). These observations indicate that NEKO mice display constitutive activation of Nrf2 in most tissues except the squamous epithelium. In good agreement with the improvement of hyperkeratosis, the juvenile lethality of *Keap1*^*−/−*^*::Nrf2*^*Flox/Flox*^ mice was rescued. However, NEKO mice displayed significantly poor survival compared with control mice (Fig. 1f). In addition, NEKO mice showed growth retardation (Fig. 1g), although blood glucose level was normal (Supplementary Fig. 3). As these phenotypes have not been observed in mice with systemic double deficiency of *Keap1* and *Nrf2* genes^8^, we surmise that the poorer survival and growth retardation are caused by Nrf2 activation in tissues other than the squamous epithelium.

### NEKO mice display polyuria with low osmolality

We found that NEKO mice display a significant increase in urine volume (Fig. 2a,b). The polyuria was not observed in *Keap1*^*−/−*^*::Nrf2*^*−/−*^ mice (Fig. 2c), indicating that this is an Nrf2-dependent phenotype. In addition, knockdown of Keap1, which causes mild activation of Nrf2 due to a reduction in the expression of Keap1 throughout the whole body^9^, also did not cause polyuria (Fig. 2d). These observations indicate that the polyuria phenotype requires the complete loss-of-Keap1 activity and full activation of Nrf2. Consistent with the light coloured urine of NEKO mice, the urine osmolality was drastically decreased (Fig. 2e) and intake of drinking water was increased (Fig. 2f), without an effect on food consumption (Fig. 2g). These results indicate that NEKO mice suffer from excessive thirst and the excretion of a large amount of dilute urine, suggesting that NEKO mice cannot make concentrated urine.

### Polyuria in NEKO mice is not due to a neurological defect

Water reabsorption is regulated by the antidiuretic hormone, vasopressin (AVP), which is produced in the hypothalamus^14^. Therefore, to clarify whether polyuria in NEKO mice is provoked by a neurological defect, we examined AVP production in NEKO mice. However, the plasma AVP level and *Avp* gene expression in the hypothalamus of NEKO mice were relatively elevated rather than decreased when compared with those of control mice (Fig. 3a,b). In addition, neuron-specific *Keap1* knockout mice (*Keap1*^*Flox/Flox*^::*Nestin*-Cre, Keap1-NKO) did not display polyuria (Fig. 3c). These results indicate that it is unlikely that a neurological defect of AVP production causes the defect in making concentrated urine in NEKO mice.

### Reduction of AQP2 protein level in the kidney of NEKO mice

It is well established that aquaporin 2 (AQP2) is a water channel responsible for the reabsorption of water in the kidney^15^,^16^. Therefore, we next examined the AQP2 protein level in the kidney of NEKO mice (Fig. 3d,e). To our surprise, we found that AQP2 protein, especially its glycosylated form (Fig. 3d, open arrowhead), was significantly decreased in the kidney of NEKO mice (Fig. 3e), suggesting that apical membrane trafficking and shedding of AQP2 could be stimulated. In contrast, the *Aqp2* mRNA level was unchanged in the kidney of NEKO mice (Fig. 3f), indicating that the reduction in the AQP2 protein level is caused by a post-transcriptional event. Reduced protein level of AQP2, but not SLC34A1, a marker for proximal convoluted tubules, was observed as early as 10 days of age (Supplementary Fig. 4a), while the *Avp* mRNA level was not changed substantially in the hypothalamus of NEKO mice at 10 days of age (Supplementary Fig. 4b). These observations indicate that AQP2 reduction in the kidney precedes the increase in AVP, suggesting that the increase in AVP is a compensatory response secondary to the reduction of AQP2.

Showing very good agreement with the western blotting analysis, immunostaining of AQP2 in the kidney showed weaker signals in the cytoplasm of collecting ducts in NEKO mice (Fig. 3h) compared with those in the control mice (Fig. 3g). AQP2 accumulation in the apical membrane of the collecting duct was observed in NEKO mice (Fig. 3h, inset), suggesting that compensatory translocation of AQP2 to the luminal membrane and excretion of AQP2 to the urine is enhanced, and/or AQP2 is degraded inside the cells. The weaker signals and apical translocation of AQP2 were observed in NEKO mice even at 10 days of age (Supplementary Fig. 5a,b). Of note, the expression levels of AQP4, another water channel expressed in collecting ducts, and NCC, a distal convoluted tubule marker, were not affected in NEKO mice (Supplementary Fig. 5c–f). These results indicate that the water reabsorption defect in NEKO mice is caused by a reduction in the AQP2 protein level in the kidney, leading to a decrease in the ability of the kidney to concentrate urine by removing water.

### Renal pelvis pressure due to polyuria in NEKO mice

Missense mutations in the *AQP2* gene are frequently found in congenital nephrogenic diabetes insipidus (NDI) patients^17^. Consistently, mutations that lead to loss-of-AQP2 function in mice recapitulate NDI and result in hydronephrosis^18^,^19^. Therefore, we looked at the kidney of NEKO mice at 8 weeks of age or later and found bilateral hydronephrosis characterized by an enlarged pelvic space (Fig. 4a,b and Supplementary Fig. 6a). The dilation of the renal pelvis was not observed at 10 days (Fig. 4c,d) or 4 weeks of age (Supplementary Fig. 6b). As increases in urine volume are already observed at 4 weeks of age (Fig. 4e), these observations suggest that polyuria occurs before the structural change in the kidney.

Indeed, a higher magnification view of kidney histology of NEKO mice at 8 weeks of age showed dilation of the collecting ducts (Fig. 4g, open arrowheads) compared with those of littermate control mice (Fig. 4f), indicating elevated pressure in the kidney. Histology also revealed that, while most glomeruli appeared normal, mildly damaged glomeruli and infiltration of inflammatory cells were observed in the NEKO mouse kidney (Fig. 4h,i), although the plasma creatinine level was normal (Supplementary Fig. 6c). A slight increase in the plasma level of blood urea nitrogen, an indicator of kidney function, was observed in NEKO mice (Fig. 4j). These results suggest that mild kidney damage is likely a consequence of polyuria.

To test the alternative possibility that obstruction of the ureter causes hydronephrosis in NEKO mice, we infused a dye into the kidney pyelocaliceal space. The dye was successfully introduced from the pelvis to the bladder in the control (Fig. 4k) and NEKO (Fig. 4l) mice, and macroscopic observation suggested that there was no ureteral obstruction or dilatation in NEKO mice (Fig. 4m). These observations indicate that NEKO mice first develop NDI, and the resultant increase in urine volume overwhelms the capacity of the ureter to transfer urine from the kidney to the bladder, thereby causing induction of hydronephrosis in the absence of an anatomical obstruction.

### Impaired response to dehydration and AVP

To further verify the NDI in NEKO mice, we examined their response to dehydration. Blood levels of sodium, potassium and chloride in NEKO mice were significantly increased during dehydration, while those of control mice were unchanged (Fig. 5a–c). In addition, urinary osmolality of NEKO mice was lower than that of control mice even under dehydration (Fig. 5d). These results thus indicate that NEKO mice cannot make concentrated urine in response to dehydration.

To further verify whether the response to AVP is impaired in NEKO mice, we administered mice with desmopressin (dDAVP), a synthetic AVP analogue. We found that dDAVP rapidly increased urine osmolality in control mice but not in NEKO mice (Fig. 5e). This result demonstrates that the response to AVP is impaired in NEKO mice.

There remains the alternative possibility that the AVP–AQP2 system in collecting ducts cannot work properly due to a defect in diluting luminal fluid in the ascending limb of the loop of Henle as in the case of Bartter's syndrome. To address this question, we measured urine osmolality of NEKO mice after water loading. Normally, upon challenge with excess water, AVP secretion is stopped and the kidney makes dilute urine to excrete the water. Indeed, we found that urine osmolality of NEKO mice after water loading was lower than that of the plasma (<300 mOsm kg^−1^ H_2_O, Supplementary Fig. 7), indicating that the diluting function is not compromised in NEKO mice. Accordingly, we conclude that polyuria in NEKO mice is due to reduced expression of AQP2 in the collecting duct.

### Nephrogenic diabetes insipidus in NEKO mice

To examine in which cells Keap1 deletion activates Nrf2, we carried out immunostaining for NQO1, which is a prototypical Nrf2 target gene^2^. We found marked induction of NQO1 expression in the kidney (Supplementary Fig. 8a,b). Higher magnification analysis showed a strong signal for NQO1 in the cortical tubules and collecting ducts but not in the glomeruli (Supplementary Fig. 8c–f). These observations support our contention that Keap1 regulates Nrf2 activity mainly in the renal tubular cells.

To delineate the contribution of Nrf2 activation in the renal tubular cells, we utilized the doxycycline (DOX)-inducible Cre transgenic mouse system and deleted the Keap1 gene specifically in the renal tubular cells. We also generated *Keap1*^*Flox/Flox*^*::Pax8*-rtTA::*tetO*-Cre (referred to as Keap1-TKO) mice and treated the mice with DOX from 4 weeks of age (Fig. 6a,b). Unexpectedly, the Keap1-TKO mice at 8 weeks of age did not show polyuria (Fig. 6a) even though *Keap1* expression was negligible and *Nqo1* expression was highly induced (Fig. 6b). However, when Keap1 deletion was induced from the embryonic stage, by administration of DOX to the pregnant mother, the Keap1-TKO mice at 8 weeks of age displayed a significant increase in urine volume (Fig. 6c), despite the fact that the expression of *Keap1* and *Nqo1* (Fig. 6d) were comparable to those of the Keap1-TKO mice treated with DOX from the adult stage (Fig. 6b). In addition, the Keap1-TKO mice treated with DOX from an embryonic stage had urine with lower osmolality (Fig. 6e) and drank more water than control mice (Fig. 6f), indicating that the Keap1-TKO mice display NDI in a similar way to NEKO mice. These observations suggest the importance of a narrow developmental window for Nrf2 activation by Keap1 deletion on the subsequent increase in urine volume in Keap1-TKO mice.

Consistent with the increase in urine volume, the kidney of the Keap1-TKO mice showed dilation of the pelvis (Fig. 7a,b) and tubules (Fig. 7c,d). The level of AQP2 protein, especially its glycosylated form, was reduced in the Keap1-TKO mice (Fig. 7e,f), without a corresponding change in the level of the transcript of the *Aqp2* gene (Fig. 7g). The level of AQP2 in the kidney from Keap1-TKO mice treated with DOX during the adult stage was not significantly reduced, although there was a slight decrease in the glycosylated form of AQP2 (Supplementary Fig. 9). Taken together, these results demonstrate that Nrf2 activation by renal Keap1 deletion during development, but not during adulthood, leads to a reduction in the level of the AQP2 protein in the kidney, thereby leading to NDI.

We also found reduced levels of haematocrit and haemoglobin (Supplementary Fig. 10a,b) in NEKO mice, indicating mild anaemia in NEKO mice. In addition, the body weight of NEKO mice was lower than that of control mice (Supplementary Fig. 10c). These phenotypes of NEKO mice were not recapitulated in the Keap1-TKO mice. In addition, poor survival of NEKO mice was also not recapitulated in the Keap1-TKO mice (Supplementary Fig. 11). These observations indicate that these phenotypes are independent of renal tubular Nrf2 hyperactivation.

### Enhanced secretion of AQP2 protein to the urine of NEKO mice

As AVP-mediated trafficking of AQP2 to the apical membrane is known to elicit urinary excretion of AQP2 (ref. 20), we examined urinary AQP2 protein levels. To our surprise, we found that AQP2 protein level in the urine of NEKO mice was significantly increased compared with that of control mice (Fig. 8a,b). As the glycosylated form of AQP2 protein was strikingly reduced in the kidneys of the NEKO and Keap1-TKO mice (Figs 3d and 7e), it seemed plausible that Nrf2 regulates the expression of glycosylation-related genes that are involved in the trafficking of AQP2. To address this issue, we carried out microarray expression analysis of genes in the kidneys of NEKO mice (Supplementary Fig. 12a,b) and searched for glycosylation-related genes whose expression is changed in NEKO mice. 

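RNA from the kidneys of 8 mice aged 8 weeks was hybridised to 1-colour (Cy3) Agilent mouse 4x44K oligonucleotide arrays, with 1 array per mouse. In this experiment, 4 NEKO mice (2 females and 2 males) were compared with 4 littermate controls (2 females and 2 males). NEKO mice lack Keap1 in the whole body and lose Nrf2 only where K5-Cre is expressed, in squamous epithelium. All controls were Keap1 heterozygotes, and K5-Cre was present in 3 of them and absent in 1, a female. The authors deposited the scanner output of Agilent Feature Extraction, in which the processed signal of each spot is a background-subtracted intensity that has not been normalized between arrays. Between 61.7% and 65.7% of probes were well above background on each control array and between 61.9% and 64.7% on each NEKO array, and no probe was saturated. Here the log2 processed signal was set relative to the 75th percentile of the non-control probes of its array. The authors' own deposited matrix holds the same kind of value with each probe centred on its median, and 99.9% of its values lay within 0.01 of the recomputed ones. Probes well above background on at least 4 of the 8 arrays were kept, whatever the group, and a gene was read from its brightest kept probe. The arrays list transcripts by accession, and 26690 of the 41174 probes were named through RefSeq, so that 13570 named genes and 6023 unnamed transcripts were tested. NEKO and control kidneys were compared with limma, with sex as a term of the model and Benjamini-Hochberg adjustment over all that was tested, and a gene was called at an adjusted p under 0.05. The females lay on 1 slide and the males on the other, so sex and slide cannot be told apart, but each slide held 2 NEKO and 2 control mice. The number of arrays limits the precision: in data simulated with the spread of these arrays, 89.2% of 4-fold changes and 69.6% of 2-fold changes were recovered. Each simulated change was the same in both sexes. The shares need not hold for changes that differ between the sexes, as those of Clec4d and Clec4n below did.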

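The transcript of the deleted gene, Keap1, was lower in every NEKO mouse than in every control mouse, at 0.20 ± 0.17 (SD, n = 4) against 1.84 ± 0.07 (SD, n = 4) on the log2 scale relative to the 75th percentile of the array, a log2 change of -1.63 (standard error 0.10, adjusted p = 0.0046 from limma). In all, 15 named genes were called higher in NEKO kidneys and 23 lower. Among the tests adjusted for multiple testing, the counts fell lowest, to 0 higher and 1 lower, under the unpaired comparison named in the paper's methods. They rose highest, to 204 and 208, when sex and genotype were allowed to interact and the effect was averaged over the sexes, a setting chosen after seeing the data. The paper's text does not list the genes it counted as glycosylation-related, so the search was run on 282 tested genes whose symbols mark them as C-type lectins or other lectins, glycosyltransferases, glycosidases and enzymes of glycan modification, parts of N-glycan assembly, or enzymes and transporters of nucleotide sugars. None of the 282 was called by limma over all genes tested, and the count adjusted over the list alone was also 0. At an unadjusted p under 0.05, limma gave 28 genes of the list higher and 15 lower, and the methods' comparison gave 27 in all without adjustment. In 14 genes of the list every NEKO mouse lay above every control mouse and in 9 every NEKO mouse lay below, in all 8.16% of the list. Chance alone separates 2.86% of genes, and over all named genes 9.54% were separated. Ugdh, which makes UDP-glucuronic acid and was chosen after its value was seen, rose in all 4 NEKO mice, by 1.34 on the log2 scale (standard error 0.22, adjusted p = 0.067 from limma).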

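By the fitted values, Clec4d and Clec4n had the 2 largest rises among the 282 glycosylation-related genes tested. The order of the 2 is not settled, since the control level of Clec4d is background and Clec4n rose by more under normexp background correction (1.83 against 1.44 on the log2 scale). Clec4d (NM_010819) was not well above background in any of the 4 control kidneys and was well above it in all 4 NEKO kidneys. Its level relative to the 75th percentile of the array, on the log2 scale, was -2.84 ± 1.85 (SD, n = 4) in NEKO mice and -6.47 ± 0.22 (SD, n = 4) in control mice. Because the control signal is only a bound, the mean NEKO level over both sexes was at least 6.02-fold higher on this scale, with each control array taken at the higher of the probe's own signal and the lowest signal among probes well above background. That bound does not hold for the females alone or under normexp, where the change was smaller. The fitted log2 difference was 3.62 (standard error 0.58), with an adjusted p of 0.064 from limma, above the 0.05 at which genes were called. Clec4n (NM_020001) was well above background on all 8 arrays, at -1.48 ± 1.13 (SD, n = 4) in NEKO mice and -4.23 ± 0.19 (SD, n = 4) in control mice. Its log2 difference of 2.75 (standard error 0.45), or 6.74-fold, had an adjusted p of 0.065 from limma, which is also above 0.05. For both genes every NEKO mouse lay above every control mouse (two-sided exact permutation test, p = 0.0286, the smallest p that 4 mice against 4 allow). The adjusted p depended on the test: it ranged from 0.0036 to 0.40 for Clec4d and from 0.0064 to 0.37 for Clec4n over the alternatives tried. The lowest values came from averaging the effect over the sexes in a model with an interaction, which was chosen after seeing the data. Adjusted over the list alone, p was 0.051 for both genes. Within the females, Clec4d was 2.21 and Clec4n 1.71 higher in NEKO mice on the log2 scale, and within the males 5.03 and 3.80 higher, with the control level of Clec4d at background in both sexes.

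**Figure D1:**
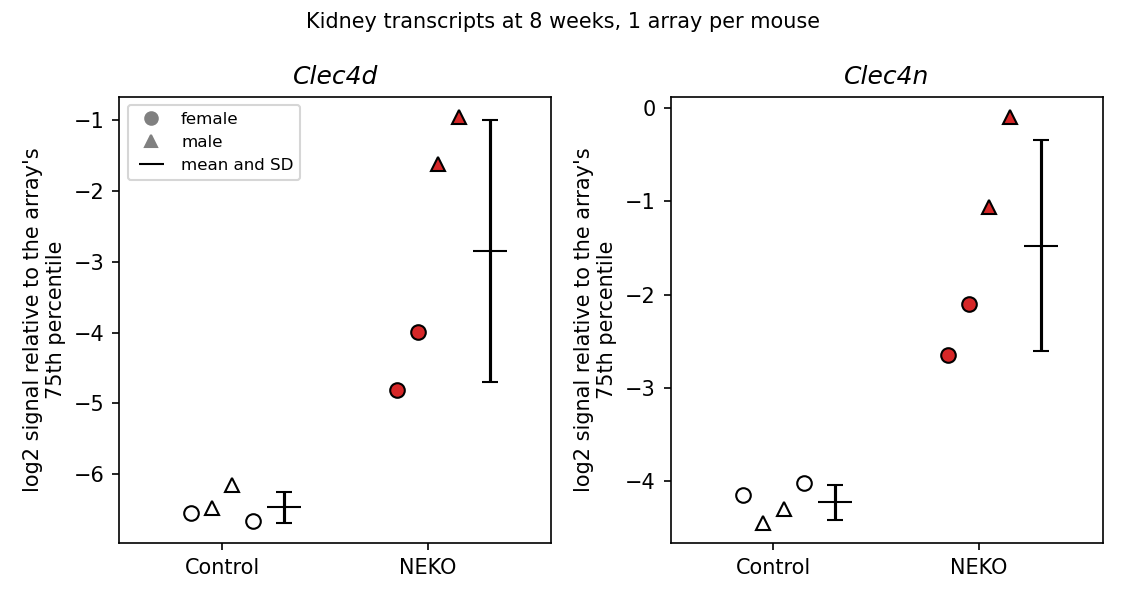
Level of Clec4d (left) and Clec4n (right) in each kidney, as the log2 signal relative to the 75th percentile of its array, in 4 control and 4 NEKO mice. Circles are females, triangles are males, and the line with bars is the mean and SD of the group. The 4 NEKO mice lie between -4.81 and -0.95 for Clec4d and the control mice between -6.67 and -6.16, where the probe was not well above background.

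The paper reasons from the loss of glycosylated AQP2 in NEKO kidneys to a search among glycosylation-related genes, and it singles out these lectin genes from that search.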

Among the genes increased in NEKO mice, we found upregulation of *Clec4d* and *Clec4n*, members of the C-type lectin family. As some members of the lectin family are involved in subcellular protein trafficking^21^, we hypothesized that Clec4d and Clec4n may enhance the transport of AQP2 to the apical membrane and thereby enhance urinary excretion of AQP2. Indeed, transcript levels of *Clec4d* and *Clec4n* genes are already increased in the kidney of NEKO mice at 10 days of age (Fig. 8c), indicating that upregulation of *Clec4d* and *Clec4n* gene expression occurs before the structural change in the kidney.

To examine which cells in the kidney express *Clec4d* and *Clec4n* genes, we separated collecting duct cells from the kidney by biotinylated Dolichos biflorus agglutinin (DBA)/streptavidin magnetic beads^22^. We found that expression levels of *Clec4d* and *Clec4n* genes were upregulated in the collecting duct cells isolated from NEKO mice compared with those isolated from control mice (Supplementary Fig. 13).

As *Clec4d* and *Clec4n* genes are normally expressed in macrophages^23^, we examined their expression in bone marrow-derived macrophages (BMDMs). We found that diethylmaleate (DEM), an Nrf2-activating chemical, increased the expression of these genes in BMDMs in an Nrf2-dependent manner (Supplementary Fig. 14a,b). To address whether *Clec4d* and *Clec4n* are direct target genes of Nrf2, we searched for Nrf2-binding sites around the *Clec4d* and *Clec4n* gene loci using the chromatin immunoprecipitation sequence (ChIP-seq) data from a previous study^24^ and found multiple binding sites for Nrf2 around the *Clec4d* and *Clec4n* gene loci (Supplementary Fig. 14c). We validated Nrf2 binding to these sites by manual ChIP using DEM-treated BMDMs (Supplementary Fig. 14d). These results suggest that *Clec4d* and *Clec4n* genes are direct target genes of Nrf2.

In spite of the hyperactivation of Nrf2 in renal tubular cells, the transcript levels of *Clec4d* and *Clec4n* genes did not increase in Keap1-TKO mice treated with DOX from the adult stage (Fig. 8d). In contrast, an increase in the transcript levels of *Clec4d* and *Clec4n* genes was recapitulated in Keap1-TKO mice treated with DOX from an embryonic stage (Fig. 8e). Of note, the increase in expression levels of the *Clec4d* and *Clec4n* genes shows very good correlation to the urinary concentrating defects. These findings support our contention that Nrf2 hyperactivation in renal tubular cells during development leads to the upregulation of *Clec4d* and *Clec4n* gene expression and enhanced urinary excretion of the AQP2 protein, which consequently causes a reduction in the level of the AQP2 protein in the kidney, ultimately leading to NDI.

## Discussion

In this study, we generated a new mouse model, NEKO, which has high Nrf2 activity due to Keap1 deletion but without juvenile lethality and hyperkeratosis of the upper digestive tract. Surprisingly, through the study of NEKO mice, we found a novel phenotype, namely, polyuria with low osmolality and consequent renal structural damage, presumably due to a reduction of the AQP2 protein in the kidney. The renal phenotypes were recapitulated by renal tubular-specific Keap1 deletion during development but not adulthood, indicating that renal activation of Nrf2 at an early stage is responsible for the polyuria and kidney damage observed in NEKO mice. The reduction of AQP2 protein in the kidney is likely due to dysregulation of AQP2 trafficking provoked by upregulation of *Clec4d* and *Clec4n* genes, members of C-type lectin family, in a developmental stage-specific manner. These results demonstrate for the first time that Nrf2 activation during renal development leads to NDI.

Keap1 tightly represses Nrf2 activity in normal conditions, and Nrf2 activity is induced by loss of Keap1. Therefore, a *Keap1*-null mouse is a desired model in which to investigate the function of Nrf2. However, due to the juvenile lethality of systemic *Keap1*-null mice^8^, there has been a limitation in the phenotypic analysis of adult mice^9^. Generation of NEKO mice in this study makes it possible to analyse the physiological contribution of constitutive Nrf2 activation in adult animals as the mice can survive to adulthood. In this regard, it is interesting to note that we have previously generated a Keap1 knockdown line of mice, which causes constitutive Nrf2 activation but not lethality^9^. The polyuria was not observed in this Keap1 knockdown line of mice, perhaps as a mild increase in Nrf2 may not be enough to provoke NDI. Thus it is not until NEKO mice were generated that polyuria and hydronephrosis were identified as a consequence of constitutive Nrf2 activation by the complete knockout of Keap1. The murine phenotypes of loss-of-Keap1-mediated Nrf2 hyperactivation, such as oesophageal hyperkeratosis and a urinary concentrating defect, suggests that Nrf2 regulates not only cytoprotective genes such as antioxidant and detoxifying genes, but also other genes involved in cell fate and function for organismal homeostasis. Importantly, although elevations of NRF2 levels have been identified in various types of human cancers^22^,^25^, spontaneous tumorigenesis has not been observed in NEKO mice. These findings indicate that mere hyperactivation of Nrf2 is not sufficient to cause cancer, but may assist cancer growth and drug resistance.

The polyuria in NEKO mice is likely caused by a reduction of AQP2 in the kidney due to the enhanced urinary excretion of AQP2. Interestingly, urinary exosomal AQP2 has been suggested to be a useful marker for the diagnosis of renal disease^26^,^27^. As Nrf2 target genes include many antioxidant genes^2^, one explanation might be that the elimination of endogenous ROS by excessive activation of Nrf2 contributes to AQP2 trafficking. However, as there is no report regarding the relationship between ROS and AQP2, coupled with the fact that our study indicates that a development stage-specific Nrf2 target gene is responsible for the renal phenotype, this suggests that the general induction of antioxidant genes by Nrf2 is unlikely to be responsible for the polyuria phenotype.

It is noteworthy that the glycosylated form of AQP2 is specifically reduced in the kidney, implying that glycosylation of AQP2 is involved in the mechanism of NDI development. Glycosylation of AQP2 is not essential for its tetramerization^28^ but is important for AQP2 cell surface localization^29^. Although the involvement of lectins in the process has been suggested^30^, it remains unknown which lectin is important for AQP2 trafficking. We found that upregulation of *Clec4d* and *Clec4n* in the kidney is correlated with defects in urinary concentration, suggesting that *Clec4d* and *Clec4n* are strong candidate genes responsible for transporting AQP2 to the apical membrane of renal collecting duct cells. Lectins such as galectins^21^ and mannose-6 phosphate receptor^30^ are involved in subcellular protein trafficking, although to date there has been no report regarding the trafficking function of Clec4d and Clec4n. Our findings suggest that regulation of AQP2 trafficking by Clec4d and Clec4n represents a new molecular mechanism through which AQP2 and urinary concentration are modulated.

Similar to NEKO mice, dioxin induces hydronephrosis without anatomical obstruction in the ureter^31^. The dioxin-induced hydronephrosis is elicited by elevated production of prostaglandin E2 (PGE_2_)^31^, which is an electrophilic inducer of Nrf2 (ref. 32). It is interesting to note that the development of hydronephrosis is induced by exposure to dioxin in the neonatal stage but not during adulthood^33^. This developmental stage-specific effect of dioxin (or window to dioxin) appears to be similar to our observation that Keap1-TKO mice develop hydronephrosis after DOX treatment during development but not in adulthood. These similarities imply that dioxin-induced hydronephrosis may be explained by the constitutive activation of Nrf2 by chronic elevation of PGE_2_ in the developing kidney. This suggests that chronic exposure to Nrf2-activating chemicals, including environmental pollutants, prostaglandins and oxidative stresses, during kidney development may cause NDI and hydronephrosis.

It is interesting to note that Bartter's syndrome, another model for polyuria, is caused by rare inherited defects in the thick ascending limb of Henle's loop^34^. We found in this study that the diluting function of the ascending limb of Henle's loop is intact in NEKO mice, indicating that polyuria in NEKO mice is distinct from that of Bartter's syndrome. Nonetheless, inhibiting PGE_2_ with indomethacin is clinically useful and widely used for Bartter's syndrome^35^. This suggests that PGE_2_ production might contribute to the development of polyuria via dual mechanisms that impair the function of the counter current system in the ascending limb of Henle's loop, and the AVP–AQP2 system in the collecting ducts. In addition, it has been reported that mutations in *Kelch-like 3 (KLHL3)*, a member of BTB domain containing Kelch protein, and *Cul3* cause hypertension and electrolyte abnormalities^36^,^37^, suggesting that Cul3 and members of KLHL family, such as Keap1 and KLHL3, play important roles in the maintenance of kidney homeostasis.

In light of the use of Nrf2-activating compounds as potential medical treatments, it has been shown that the timing at which the treatment is given needs to be carefully considered. In contrast, our results clearly suggest that the administration of Nrf2-activating chemicals during adulthood will not cause such adverse effects in the kidney, even if the treatment includes chronic administration of potent Nrf2 inducers. Indeed, many studies have shown that pharmacological Nrf2 activation gives rise to a protective effect against a variety of stresses, including kidney injury^38^,^39^. Bardoxolone methyl (CDDO-Me), a potent Nrf2 activator, has been studied in clinical trials, and the phase III trial of CDDO-Me was terminated due to a higher rate of heart failure events in advanced chronic kidney disease patients^40^. Many of these events appear to be due to fluid retention^41^, although CDDO-Me-treated patients had a clinically meaningful increase of glomerular filtration rate^42^. In addition, treatment of Zucker diabetic fatty rats with RTA405, a synthetic triterpenoid analog of CDDO-Me, resulted in a reduction in urine volume^43^. These observations indicate that the adverse effects of CDDO-Me, namely, the fluid retention, are opposite to the phenotype observed in NEKO mice, suggesting that the adverse effects of CDDO-Me are pathology specific or independent of Nrf2 activation.

In addition to the renal phenotypes, we found mild anaemia, growth retardation and poor survival in NEKO mice. Anaemia, growth retardation and poor survival are not recapitulated in renal tubular-specific Keap1-deficient mice (Keap1-TKO), indicating that these phenotypes are independent of Nrf2 activation in the renal tubules. As loss of Keap1 in hematopoietic cells has been shown to suppress differentiation towards the erythroid lineage^10^, the anaemia in NEKO mice is likely due to a loss of Keap1 in hematopoietic cells. The growth retardation of NEKO mice may be due to Nrf2 activation in the skeletal muscle and adipose tissues, as Keap1 deletion in the skeletal muscle reduces body weight^44^, and loss of Keap1 represses differentiation of adipose cells^45^. As NEKO mice likely have other phenotypes that have not yet been studied, further analysis of NEKO mice will provide new insights to understand the physiological function of Nrf2.

In summary, we have generated NEKO mice harbouring constitutive Nrf2 activation throughout the whole body, without juvenile lethality. Through the analysis of NEKO mice, we identified a novel phenotype in which Nrf2 hyperactivation mediated by the loss of Keap1 in the developing kidney causes NDI and hydronephrosis. Our findings imply that Nrf2 activity should be controlled at an appropriate level during development in order to maintain renal homeostasis. Thus NEKO mice serve as a valuable experimental animal model with which to better understand our cytoprotective defense systems.

## Methods

### Mice

Oesophageal Nrf2-deficient and systemic Keap1-null mice (NEKO, *Nrf2*^*Flox/Flox*^*::Keratin5-Cre::Keap1*^*−/−*^) were generated by crossbreeding *Nrf2*^*Flox/Flox*^ (ref. 46) with *K5-*Cre^13^ and *Keap1*^*+/−*^ (ref. 8), while littermate mice (*Nrf2*^*Flox/Flox*^*:K5-Cre:Keap1*^*+/−*^ or *Nrf2*^*Flox/Flox*^*::Keap1*^*+/−*^) were used as controls. Neuron-specific Keap1 knockout mice (Keap1-NKO, *Keap1*^*Flox/Flox*^*::Nestin-*Cre) were generated by crossbreeding *Keap1*^*Flox/Flox*^ (ref. 11) with *Nestin*-Cre^47^, while littermate mice (*Keap1*^*Flox/Flox*^) were used as controls. Keap1 knockdown mice (Keap1-KD, *Keap1*^*Flox/−*^) were previously generated^9^, while littermate mice (*Keap1*^*Flox/+*^) were used as controls. Keap1-Nrf2 double knockout mice (*Keap1*^*−/−*^*::Nrf2*^*−/−*^) were previously generated^8^, while littermate mice (*Keap1*^*+/−*^*::Nrf2*^*−/−*^) were used as controls. Renal tubule-specific Keap1 knockout mice (Keap1-TKO, Keap1^*Flox/Flox*^*::Pax8-rtTA::TetO-Cre*) were generated by crossbreeding *Keap1*^*Flox/Flox*^ (ref. 12) with *Pax8*-rtTA^48^ and *TetO-*Cre^49^, while littermate mice (*Keap1*^*Flox/Flox*^ *or Keap1*^*Flox/Flox*^*::Pax8-rtTA*) were used as controls. Four-week-old mice or pregnant female mice were fed with 1 mg ml^−1^ DOX in the drinking water^43^. After continuous DOX feeding, 8-week-old mice were subjected to analysis. All compound mutant mice examined in this study were from a mixed genetic background, with contributions from 129Sv/J and C57BL/6J strains. An almost equal combination of male and female mice was used in our experiments. The 24-h urine volume, drinking water volume and food consumption were measured using a metabolic cage, and osmolality was measured by SRL, Inc. Plasma AVP was quantified with a competitive enzyme-linked immunoassay (Arg^8^-Vasopressin EIA Kit, Enzo Life Sciences). Blood samples were collected from the mice and analysed using the iSTAT-1 analyser (Abbott). Plasma blood urea nitrogen and creatinine were measured using FDCV7000V (Fujifilm). For the AVP stimulation test, mice were given water containing 5% sucrose before the experiment to make sure of production of dilute urine. Urine was collected and 1 ng g^−1^ body weight of (desamino-Cys^1^, D-Arg^8^) AVP (dDAVP, Sigma) was injected intraperitoneally. Urine osmolality was measured at 1 and 2 h after the injection. All mice were treated according to the regulations of The Standards for Human Care and Use of Laboratory Animals of Tohoku University (Sendai, Japan) and the Guidelines for Proper Conduct of Animal Experiments of the Ministry of Education, Culture, Sports, Science, and Technology of Japan. All animal in the experiments were killed with the approval of the Tohoku University Animal Care Committee.

### Gene expression analysis

Total RNA was prepared from tissues and cells using a Sepazol-RNA I Super G RNA Extraction Kit (Nakalai). The cDNAs were synthesized from the total RNA using ReverTra Ace qPCR RT master mix with gRNA Remover (Toyobo). Real-time quantitative PCR was performed using StepOne or QuantStudio (Life Technologies). Primer and probe sequences are listed in Supplementary Table 1.

### Western blotting

Kidney tissues were homogenized in 0.25 M sucrose. The homogenates were analysed by western blotting using anti-AQP2 (sc-9882; Santa Cruz; 1:200 dilution), SLC34A1 (Novus Biologicals; NBP2-13328; 1:1,000 dilution) and α-Tubulin (T9026, Sigma; 1:1,000 dilution) antibodies. Each urine sample was loaded with the same amount of creatinine. Full blottings are provided in Supplementary Fig. 15.

### Histological analysis

Oesophagus and kidney from the mice were fixed with Mildform 10N and embedded in paraffin. Samples were subjected for periodic acid-Schiff staining or haematoxylin and eosin staining. For immunostaining, samples were stained using anti-AQP2 (C-17, sc-9882; Santa Cruz; 1:500 dilution), AQP4 (Millipore; AB3594; 1:400 dilution), NCC (Millipore; AB3553; 1:1,000 dilution) and anti-NQO1 (ab2346, Abcam; 1:1,000 dilution), and positive reactivity was visualized with diaminobenzidine staining.

### Renal collecting duct sorting by biotinylated DBA/streptavidin magnet beads

After removing the kidney capsule, the kidney was immersed in 1 ml fresh-made digestion buffer (0.52 U ml^−1^ liberase TM (Roche) and 3 U ml^−1^ DNase I (Roche) in Hanks balanced salt solution (Invitrogen)). Kidney was minced using scissors and incubated in a 37 °C water bath for 2 h, with gentle pipetting every 30 min. After incubation, the cells were filtrated through a 40-μm cell strainer (BD Bioscience) to remove clumps. For DBA magnetic sorting, the kidney cell suspension was incubated with biotinylated DBA (Vector Laboratories) in a cold room for 1 h. DBA-labelled cells were incubated with Dynabeads M-280 streptavidin (Life Technologies) and separated by magnet concentrator four times.

### ChIP-qPCR assay

To obtain BMDMs, haemolysed bone marrow cells from wild-type and *Nrf2*^*−/−*^ mice were cultured for 7 days in DMEM supplemented with 10% FBS, 20 ng ml^−1^ macrophage colony-stimulating factor (M-CSF, PeproTech) and antibiotic–antimycotic reagent (Life Technologies). At day 3, a half volume of fresh DMEM with 10% FBS and 20 ng ml^−1^ M-CSF was added. At day 7, BMDMs were depleted with M-CSF several hours before stimulation. BMDMs were treated with or without 100 μM DEM for 4 h and subjected to a ChIP assay. Succinctly, BMDMs were fixed with 1% formaldehyde and subsequently quenched with glycine. After washing with PBS, fixed samples were suspended in cell lysis buffer (5 mM PIPES-KCl (pH 8.0), 85 mM KCl, and 0.5% NP40), and nuclei were collected and stored at 80 °C as nuclear pellets, or nuclear lysates were prepared by dissolving nuclei in a nucleus lysis buffer (50 mM Tris-HCl (pH 8.0), 10 mM EDTA and 1% SDS).

For Nrf2 ChIP analysis, lysates were thawed and sonicated with Sonifier (BRANSON) to obtain chromatin fragments of 300–1,000 bp, and the lysates were then diluted 10-fold with ChIP dilution buffer (16.7 mM Tris-HCl (pH 8.0), 1.2 mM EDTA, 0.01% SDS, 1.1% TrironX100 and 167 mM NaCl). After doubling dilution with a sonication buffer (90 mM HEPES (pH 7.9), 220 mM NaCl, 10 mM EDTA, 1% NP-40, 0.2% sodium deoxycholate and 0.2% SDS), nuclei were homogenized with a Bioruptor (Tosho-Denki). After washing, a complex of nuclear proteins, DNA and antibodies against Nrf2 (Cell Signaling technology; D1Z9C; 1:250 dilution) was retrieved with Protein A- and Protein G-Dynabeads (Life Technologies). After the crosslinking was reversed, chromatin fragments were treated with RNase A and proteinase K. DNA was purified with phenol–chloroform extraction or Ampure XP (Beckman 566 Coulter). In the ChIP-qPCR analyses, the values from the immunoprecipitated samples were normalized to that from the input DNA. Primer sequences are listed in Supplementary Table 1. ChIP-seq data were obtained from a previous study^24^.

### Statistical analysis

Values, including those displayed in the graphs, represent means±s.e. Statistical analyses were performed using the unpaired *t*-test (Welch's *t*-test). Variation estimated by *F*-test was considered in *t*-test.

### Data availability statement

Microarray data are deposited in GEO (Gene Expression Omnibus) under accession number GSE84780. Other data that support the findings of this study are available from the corresponding author upon reasonable request.

## Additional information

**How to cite this article:** Suzuki, T. *et al*. Hyperactivation of Nrf2 in early tubular development induces nephrogenic diabetes insipidus. *Nat. Commun.* **8,** 14577 doi: 10.1038/ncomms14577 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information Supplementary figures and supplementary table.

Peer Review File

## Figures and Tables

**Figure 1:**
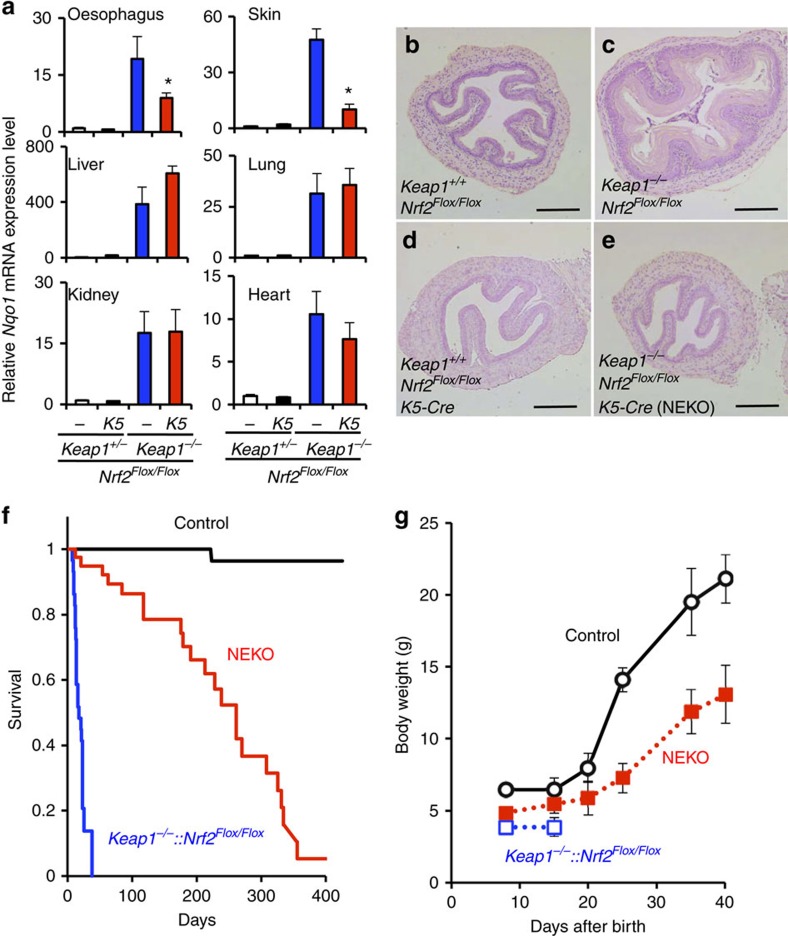
Generation of a mouse model that lacks Keap1 throughout the whole body and Nrf2 in the squamous epithelium. (**a**) Relative *Nqo1* gene expression level compared with *Hprt* expression in the oesophagus, skin, liver, lung, kidney and heart of mice at 10 days of age. Data are the means±s.e. (*n*=4). (*P<0.05 compared with *Keap1*^*−/−*^*::Nrf2*^*Flox/Flox*^, unpaired *t*-test) (**b**–**e**) Representative images of haematoxylin and eosin staining of transverse sections of the oesophagus from mice at 10 days of age (*n*=3). Scale bar, 100 μm. (**f**) Survival curve for control (*n*=56), *Keap1*^*−/−*^*::Nrf2*^*Flox/Flox*^ (*n*=29) and NEKO (*n*=42) mice. (**g**) Growth curve for control (*n*=15), NEKO (*n*=10) and *Keap1*^*−/−*^*::Nrf2*^*Flox/Flox*^ (*n*=16) mice. Data are the means±s.e.

**Figure 2:**
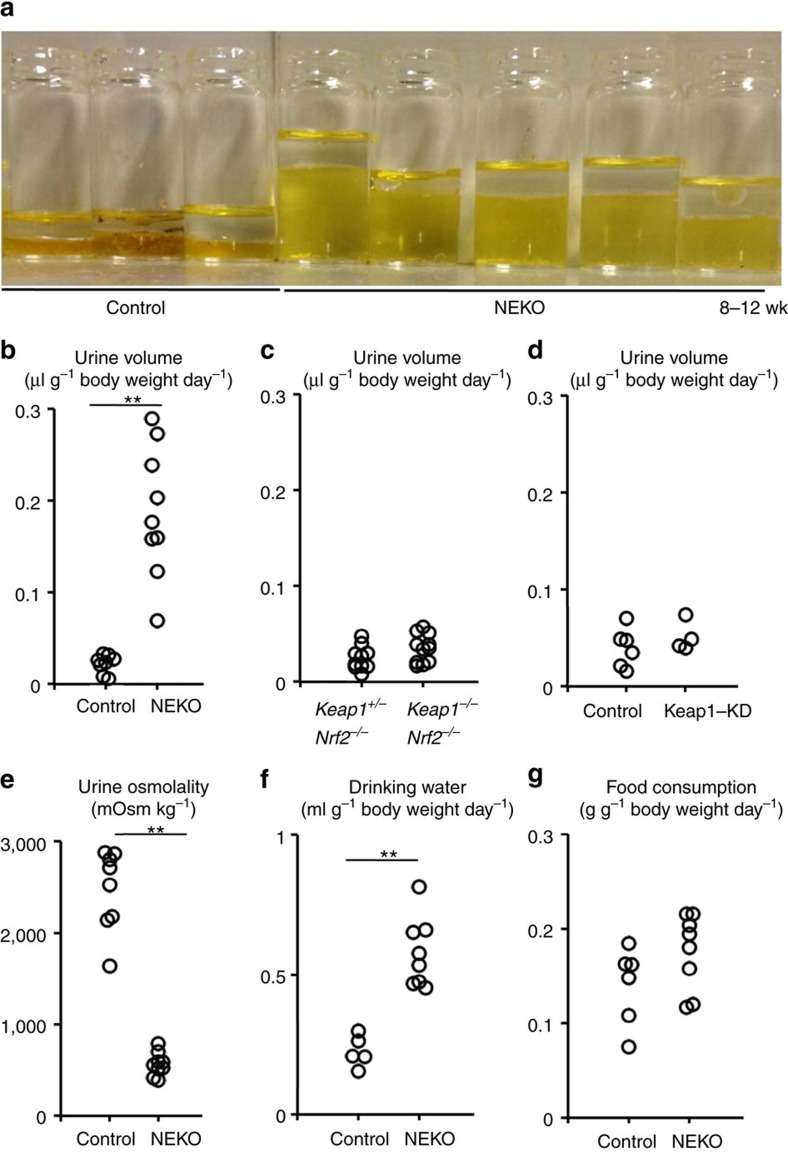
NEKO mice display polyuria. (**a**) The representative urine appearance of control and NEKO mice. (**b**–**d**) Urine volume of NEKO (**b**), *Keap1*^*−/−*^*::Nrf2*^*Flox/Flox*^ (**c**) and Keap1-KD (**d**) mice at 8–12 weeks of age. (**e**) Urine osmolality of control and NEKO mice. (**f**) Volume of drinking water consumed by control and NEKO mice. (**g**) Food consumption of control and NEKO mice. (**P<0.01, unpaired *t*-test).

**Figure 3:**
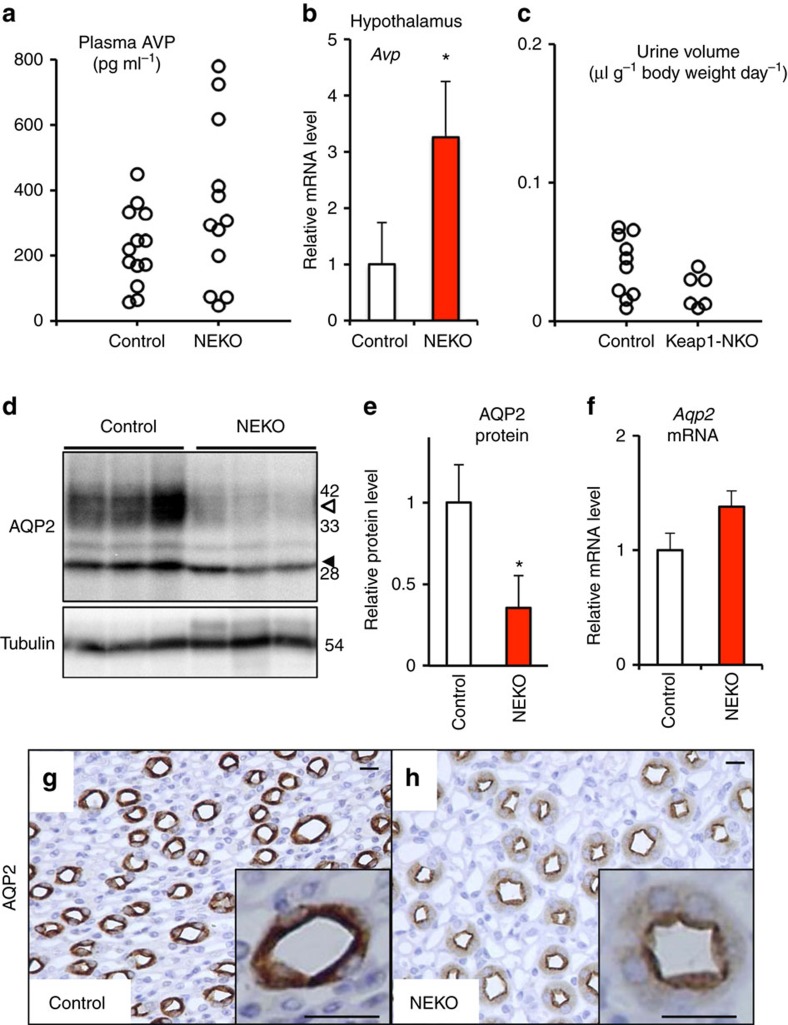
NEKO mice display nephrogenic diabetes insipidus. (**a**) Plasma AVP level in control and NEKO mice. (**b**) Relative *Avp* gene expression level in the hypothalamus of control and NEKO mice. Data are the means±s.e. (*n*=4). (*P<0.05, unpaired *t*-test) (**c**) Urine volume of control and Keap1-NKO mice. (**d**) Western blotting analysis of AQP2 protein in the kidney of control and NEKO mice. Open and closed arrowheads indicate glycosylated and non-glycosylated forms of AQP2, respectively. The molecular weight standards are shown on the right. (**e**) Graphical representation of total AQP2 protein level shown in **d**. Data are the means±s.e. (*n*=3). (*P<0.05, unpaired *t*-test) (**f**) Relative *Aqp2* gene expression level in the kidney of control and NEKO mice. Data are the means±s.e. (*n*=7). (**g**,**h**) AQP2 immunostaining of kidney sections of control and NEKO mice. Insets show a higher magnification view of the collecting duct. Scale bar, 10 μm.

**Figure 4:**
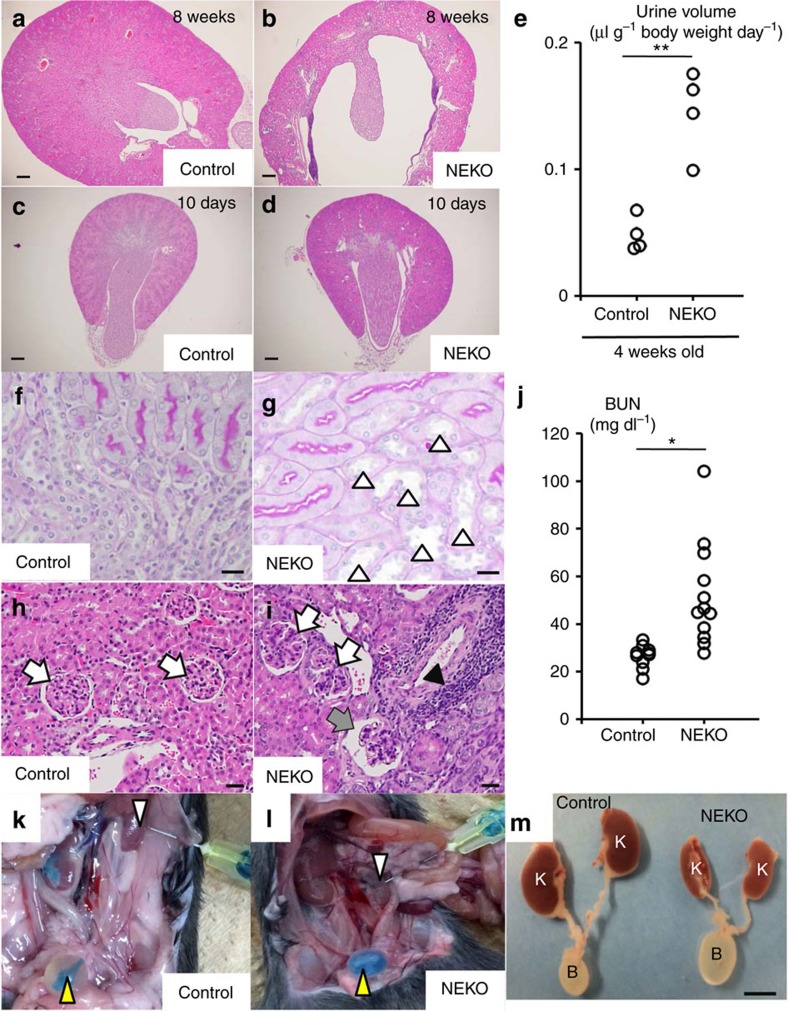
NEKO mice display bilateral hydronephrosis. (**a**–**d**) Representative images of haematoxylin and eosin (HE) staining of coronal kidney sections of control and NEKO mice at 8 weeks (**a**,**b**) and 10 days (**c**,**d**) of age (*n*=4). Scale bar, 100 μm. (**e**) Urine volume of control and NEKO mice at 4 weeks of age. (**P<0.01, unpaired *t*-test). (**f**–**i**) Periodic acid-Schiff staining of renal outer medulla (**f**,**g**) and HE staining of renal cortex (**h**,**i**) of control and NEKO mice at 8 weeks of age. Open and closed arrowheads indicate dilated collecting ducts and inflammatory cell infiltration, respectively. Open and closed arrows indicated normal and damaged glomerulus, respectively. Scale bar, 10 μm. (**j**) Plasma blood urea nitrogen level in control and NEKO mice at 8–12 weeks of age. (**P<0.01, unpaired *t*-test). (**k**,**l**) Ink infused into the pyelocaliceal space of the kidney of control and NEKO mice at 8 weeks of age. (**m**) Urinary bladder (B) and kidney (K) of control and NEKO mice at 8 weeks of age. Scale bar, 5 mm.

**Figure 5:**
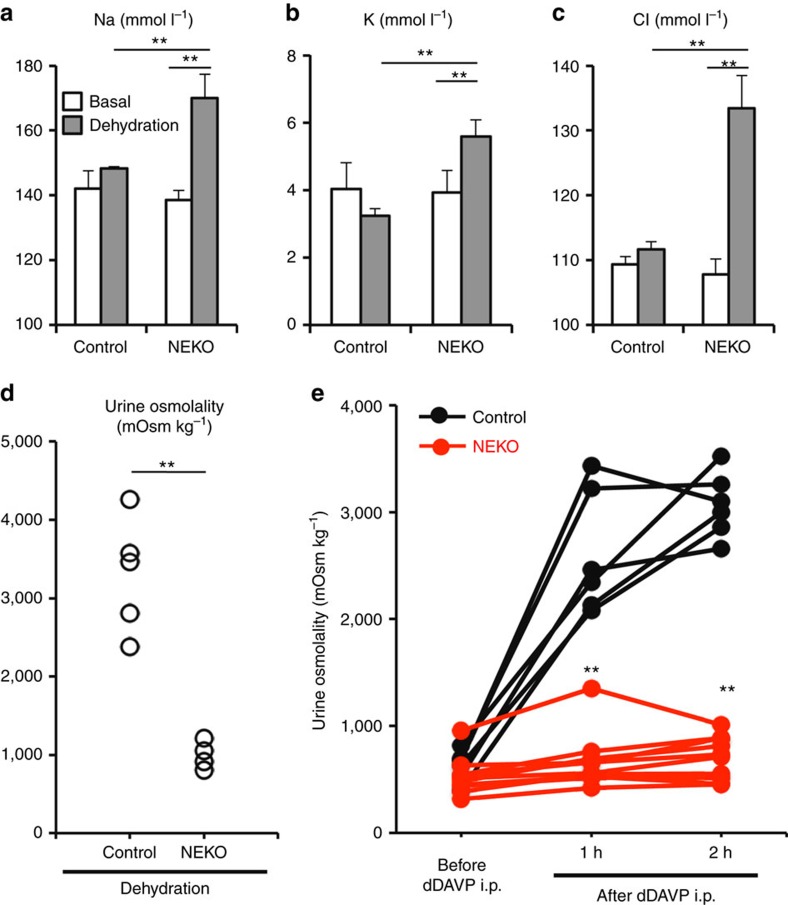
NEKO mice have a defect in response to dehydration and vasopressin. (**a**–**c**) Blood sodium (**a**), potassium (**b**) and chloride (**c**) in control and NEKO mice at 8–12 weeks of age after 24 h of water deprivation. Data are the means±s.e. (*n*=4) (**P<0.01, unpaired *t*-test). (**d**) Urine osmolality of NEKO mice at 8–12 weeks of age after 24 h of water deprivation. (**P<0.01, unpaired *t*-test) (**e**) dDAVP stimulation test of control and NEKO mice at 8–12 weeks of age after water loading. Mice were given water containing 5% sucrose before the experiment to ensure production of dilute urine. Urine was collected and 1 ng g^−1^ body weight of dDAVP was i.p. injected. Urine osmolality was measured at 1 and 2 h after the injection. (**P<0.01, unpaired *t*-test).

**Figure 6:**
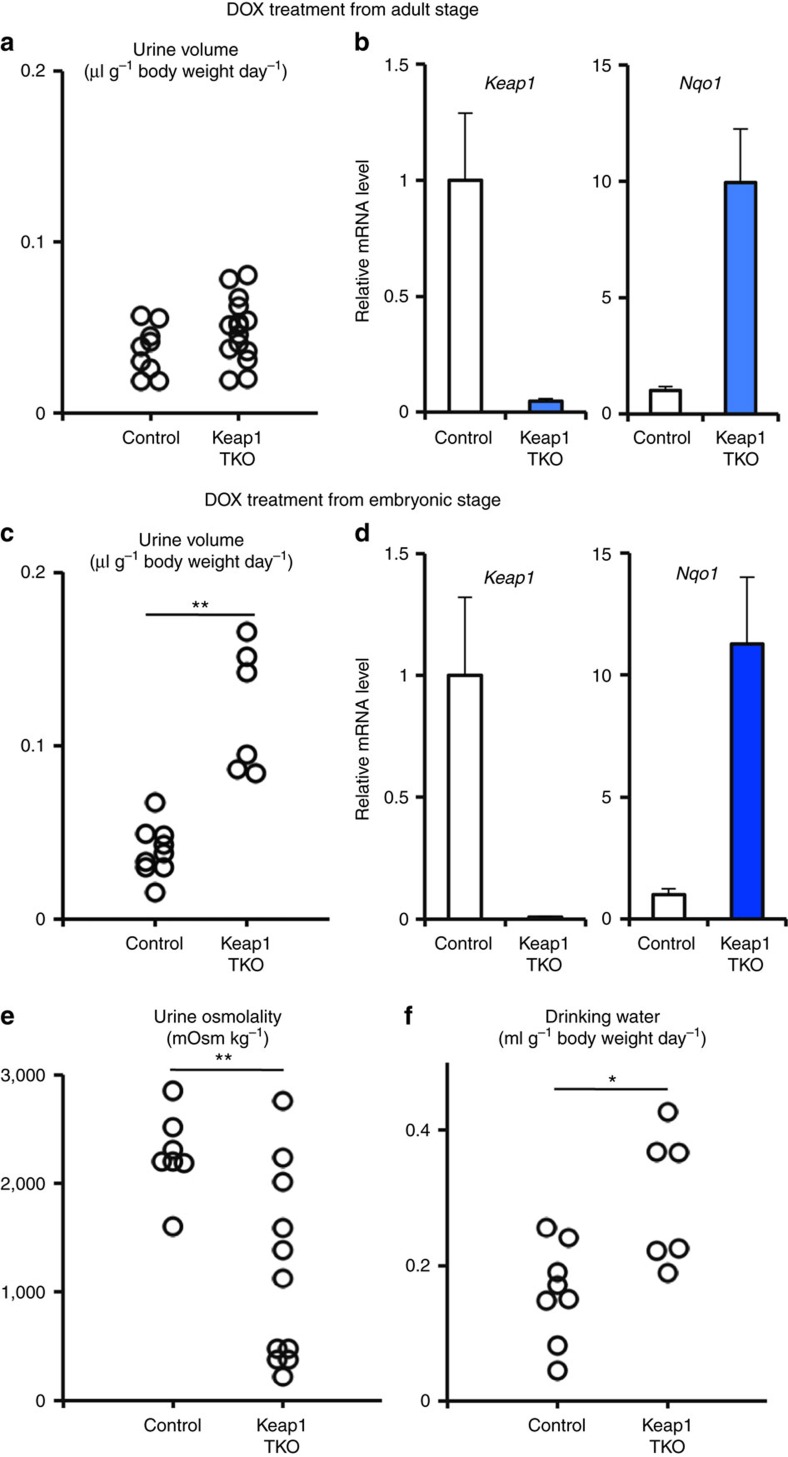
Deletion of renal tubular Keap1 from embryonic stage but not from adult stage leads to polyuria. (**a**,**b**) Control and Keap1-TKO mice were treated with DOX from adult stage. Urine volume (**a**) and relative transcript levels of *Keap1* and *Nqo1* genes in the kidney (**b**) of the mice are shown. (**c**–**f**) Control and Keap1-TKO mice were treated with DOX from embryonic stage. Urine volume (**c**), relative transcript levels of *Keap1* and *Nqo1* genes in the kidney (**d**), urine osmolality (**e**) and volume of drinking water consumed (**f**) by the mice are shown. Data of gene expression are the means±s.e. (*n*=8). (*P<0.05. **P<0.01, unpaired *t*-test).

**Figure 7:**
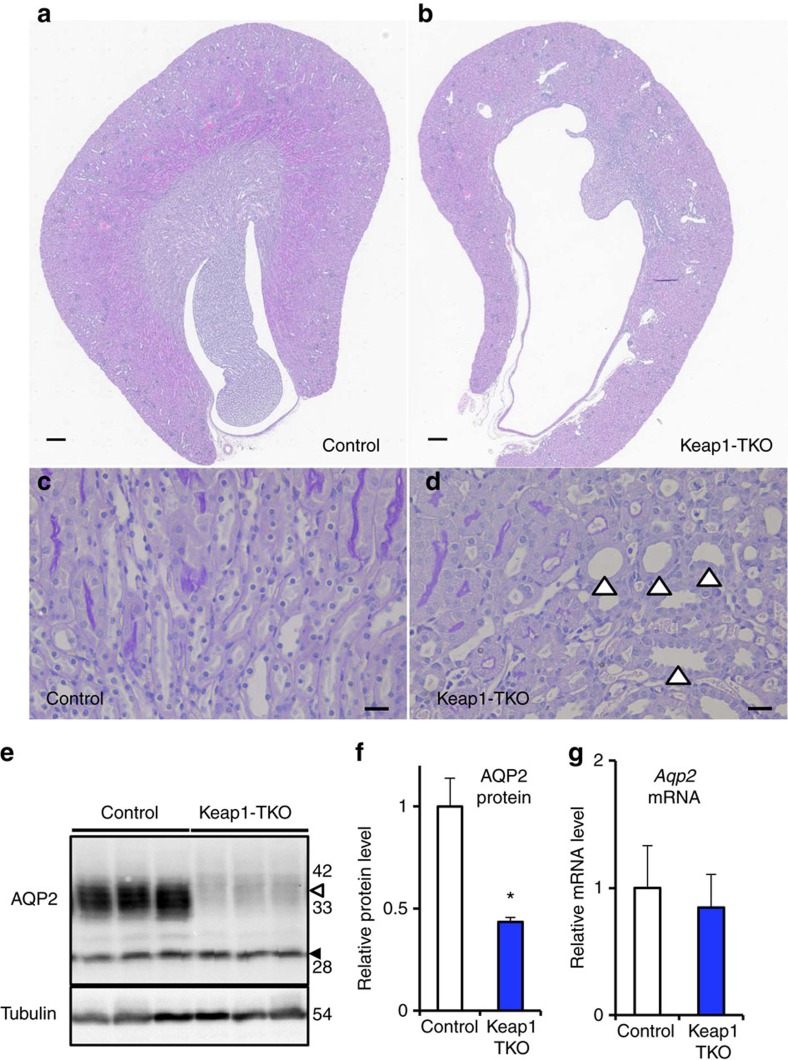
Renal tubular Keap1-deficient mice from adult stage recapitulate hydronephrosis and reduction of AQP2 in the kidney. Representative images of haematoxylin and eosin staining (**a**,**b**) and periodic acid-Schiff staining (**c**,**d**) of kidney coronal sections of control and Keap1-TKO mice (*n*=3). Open arrowheads indicate dilated renal tubules. Scale bars, 100 μm (**a,b**) and 10 μm (**c**,**d**). (**e**) Western blotting analysis of AQP2 protein in the whole kidney of control and Keap1-TKO mice. Open and closed arrowheads indicate glycosylated and non-glycosylated form of AQP2, respectively. The molecular weight standards are shown on the right. (**f**) Graphical representation of total AQP2 protein level shown in **e**. Data are the means±s.e. (*n*=3) (*P<0.05, unpaired *t*-test) (**g**) Relative *Aqp2* gene expression level in the kidney of control and Keap1-TKO mice. Data are the means±s.e. (*n*=8).

**Figure 8:**
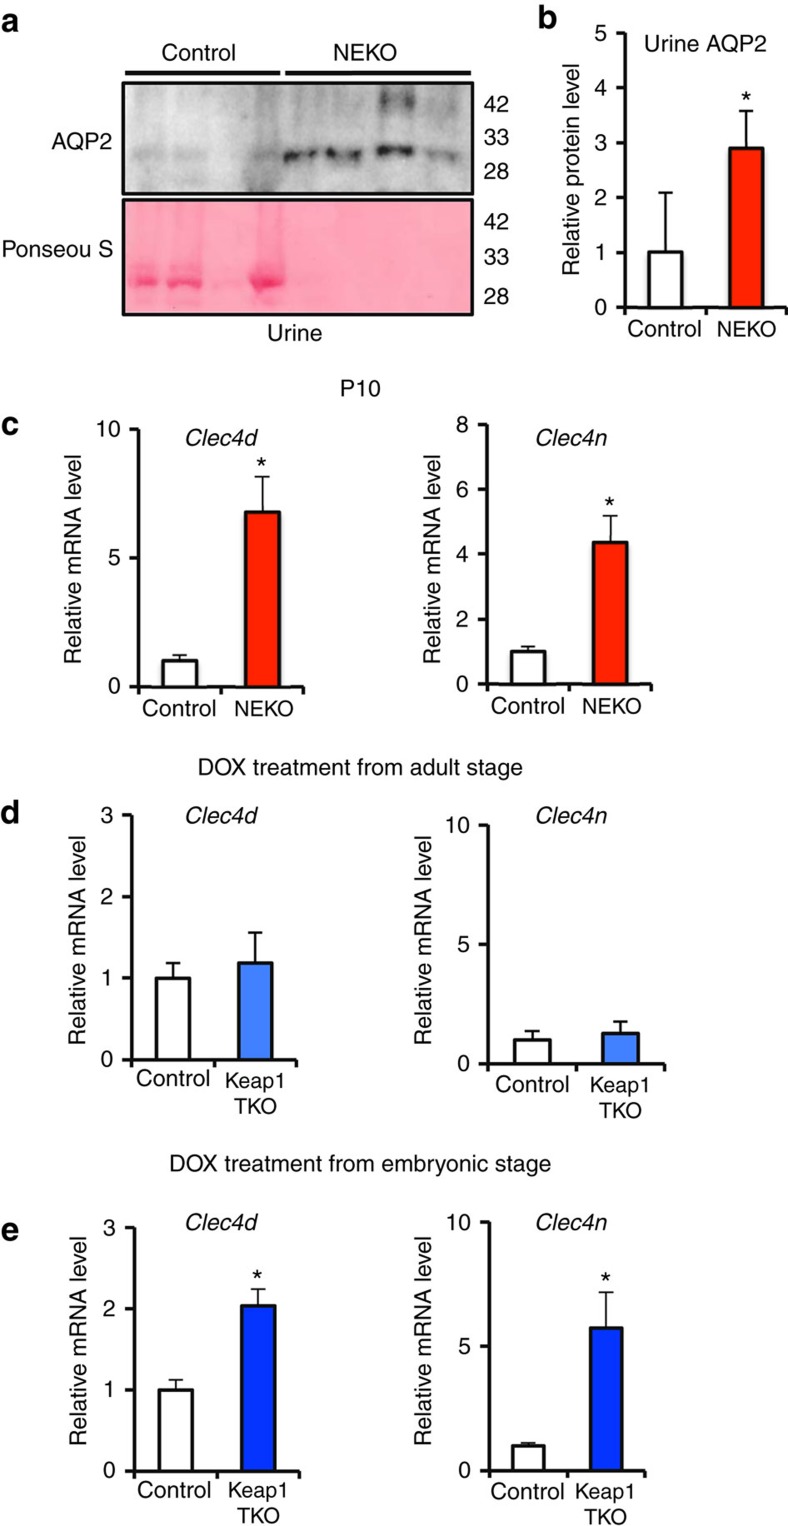
Urinary excretion is enhanced in NEKO mice. (**a**) Western blotting analysis of AQP2 protein in urine of control and NEKO mice. Each sample was loaded with the same amount of creatinine. Ponseau S staining of the membrane is shown. (**b**) Graphical representation of total AQP2 protein level shown in panel **a**. Data are the means±s.e. (*n*=4) (*P<0.05, unpaired *t*-test). (**c**–**e**) Relative transcript levels of *Clec4d* and *Clec4n*, members of the C-type lectin family genes, in the kidney of control and NEKO mice at 10 days of age (**c**) and control and Keap1-TKO mice treated with DOX from adult stage (**d**) and from embryonic stage (**e**). Data are the means±s.e. (*n*=4 for **c**, *n*=8 for **d**,**e**). (*P<0.05, unpaired *t*-test).

How the deposited data were processed for this re-analysis (not part of the article)

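Kidney RNA of 4 NEKO and 4 control mice aged 8 weeks was measured on 8 Agilent 1-colour arrays of 1 mouse design. Each group held 2 females and 2 males. The replicate numbers in the sample labels run over both groups, so no number is shared and no pairing applies. All 8 samples were mapped from the labels and the methods, and no sample was left out.

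The authors deposited Feature Extraction output for each array, with intensity values per spot. In these the processed signal has had background subtracted and spatial trends removed, and the median signal and its local background are raw. They also deposited a matrix of log2 values, which differences between arrays showed to be the log2 processed signal relative to the 75th percentile of its array and then centred on the median of each probe: 99.9% of its values lay within 0.01 of the recomputed ones. The paper's text does not name the normalization or the test used for the arrays. Its statistics paragraph names an unpaired comparison that allows unequal variances for the whole paper, and does not name an adjustment for multiple testing.

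Spots marked as outliers were left out, between 73 and 172 of the 43379 non-control spots of each array, and spots of 1 probe were averaged. Values are log2 of the processed signal minus the 75th percentile of the non-control probes of the array. Probes had to be well above background on at least 4 of the 8 arrays and to have a value on at least 6. A gene was read from its kept probe with the highest mean over all arrays. Probes were named by matching transcript accessions, without versions, to RefSeq genes of GRCm38.p6: 26690 of 41174 probes matched, giving 18217 genes. The array annotation is on mm9, so no coordinates are printed, and the RefSeq table was used only for names and for which genes neighbour each other. Klhl3 has no probe that was named this way. Avp had no kept probe and was not well above background on any array.

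The model was fitted in limma 3.58.1 under R 4.3.3, with lmFit and eBayes, genotype as the effect and sex as a covariate, and Benjamini-Hochberg adjustment over all 19593 genes and unnamed transcripts. Because the females lie on 1 slide and the males on the other, the sex term is also the slide block. An interaction of sex and genotype was tested in a second model. Sets of genes were tested with camera at its preset correlation of 0.01, over 12 lists written before the data were examined and adjusted over those 12. A list of inner medulla genes was added after the data were seen. Single genes were also compared by exact two-sided permutation of 4 mice against 4. The procedure was tested on simulated data with 200 changed genes among 19514, in 5 runs: 89.2% of 4-fold and 69.6% of 2-fold changes were recovered, and 5.48% of the calls were false. A changed gene moved by the same amount in all 4 NEKO arrays, so changes that differ between the sexes were not simulated.

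The genes named in the text are those the paper names, the 5 with the largest log2 change in each direction among called genes whose groups do not overlap, the glycosylation-related genes that meet the same terms (there were none), and members of a list where the list is reported. This rule was set before the data were examined. Ugdh, Trem2, Slc14a2, Slc26a4, S100a8, S100a9, Col6a2, AF210281, Ccdc151, Tmem205 and Rab3d are named outside it or were singled out after their values were seen.

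Where a probe was not well above background on any array of a group, that group has only a bound, and the fold is given as at least the ratio of the bright group's mean to the mean, over the dim group's arrays, of the higher of the probe's own signal and the lowest signal among probes well above background.

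Alternatives set before the data were examined were a normexp background correction, quantile normalization, scaling to the median of the probes detected on all arrays, no filter on dim probes, a filter for detection on all 8 arrays, the mean of the kept probes, no sex term, the slide as a block, eBayes with a trend and robust, array weights, the methods' comparison with and without adjustment, the authors' deposited matrix, and leaving out each mouse in turn. For counts, a 2-fold minimum and an adjusted p under 0.01 were added, and for lists, fry and camera with the correlation estimated. The mean signal of the spots was not used here, so the normexp correction, with an offset of 50, ran on the median signal and its local background. Averaging over the sexes in the model with an interaction, and eBayes with a trend but not robust, were chosen after seeing the data.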

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

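The tests of macrophages of the kind in control kidneys, of neutrophils, of a shift of a whole slide, of a stronger Nrf2 response in males and of the inner medulla were chosen only after the results were seen.

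The genes with the largest changes among those called between NEKO and control kidneys are not discussed in the paper. Among the genes called higher, Ugt2b35 rose by 9.07, Gpx2 by 5.40, Tmem74 by 3.36, Adh7 by 3.31 and Cyp4f39 by 2.29 on the log2 scale. Of these, Gpx2 was well above background on all 8 arrays, and the others were not well above background in any control kidney, which makes their rises at least 134-fold, 3.04-fold, 6.87-fold and 1.79-fold in that order. Among the genes called lower, H1f3 changed by -3.90, Slc17a7 by -3.13, Bglap by -3.08, Myh7 by -2.98 and Syt7 by -2.46. Slc17a7, Bglap and Myh7 were not well above background in any NEKO kidney, so their falls are bounds of at least 2.25-fold, 3.44-fold and 2.91-fold. Bglap has close paralogs that its probe may not tell apart, which was not tested; its fall went from -3.22 to -2.84 with each mouse left out in turn. With each mouse left out in turn, Slc17a7 passed the threshold in 1 of 8 fits, H1f3 in 2, Cyp4f39 in 6 and Gpx2 in 7, and the other genes named here in all 8. Under normexp background correction Tmem74 (0.92, adjusted p = 0.060) and Slc17a7 (-0.78, adjusted p = 0.088) were not called, in ranges of adjusted p up to 0.31 and 0.22 over their alternatives. The bounds given above hold for the processed signal as scaled here and not under this correction, which gave smaller changes for Bglap (-0.79), Myh7 (-0.86), Adh7 (1.36) and Cyp4f39 (0.69), which were still called, and for Ugt2b35 (5.56), H1f3 (-2.19), Gpx2 (4.35) and Syt7 (-1.57), also called. With no filter on dim probes H1f3 and Slc17a7 were not called, and under the methods' comparison with adjustment none of the 10 genes was. H1f3 was well above background on 2 of the 4 NEKO arrays, and its second probe changed by -1.93.

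Against technical explanations of the called genes, the share of probes well above background overlapped between the groups (two-sided exact permutation test, p = 0.43), as did the 75th percentile of the signal (p = 0.26 from the same exact test). DNA of the 129 strain carried with the Keap1-null allele would put the called genes near Keap1. Of the 37 called genes other than Keap1, 36 lay outside the nearest 272 tested genes (up to 200 on each side, fewer on the side that reaches the end of the chromosome), and no excess of called genes was detected inside, where 0.368% were called against 0.271% elsewhere (Fisher's exact test, p = 0.53). With so few calls, that test could show only a large excess. At an unadjusted p under 0.05 from limma, 18.0% passed inside and 18.3% elsewhere. The 1 called gene inside, Ccdc151, with a log2 change of -0.98, stays open to that explanation. So do Tmem205 (0.86, adjusted p = 0.054 from limma) and Rab3d (0.83, adjusted p = 0.064 from limma), singled out after their values were seen. They lie 20 and 19 genes from Keap1, and Ccdc151 lies 26 from it. Of the 35 splits of the 8 mice into 4 and 4, 2 called as many named genes as the real one, which is itself counted. The other is the split of females against males, which is also the split by slide. It called 70 genes against 38, but it cannot carry a sex term and so was not fitted in the same way. Of the 34 splits that can carry the sex term, which is the slide block, only the real one called as many (2.94%). No other of these called more than 2. These 34 include splits with 3 females or 1 female in a group, which are partly aligned with the sex term. Among the splits that keep 2 females in each group, as the real one does, the real one also called the most. Such splits are fewer, so its share among them is above 2.94%. The 2.94% is therefore not a p-value, and it does not exclude chance as the source of the count. A lower share of tubular cells would lower all tubule lists together, but the proximal tubule list had a median log2 change of 0.075 while the intercalated cell list fell with a median of -0.90, and the 2 lists moved apart between the groups (two-sided exact permutation test, p = 0.0286). By the same test the other tubule lists were not separated from the proximal tubule list. The p was 0.114 for thick ascending limb, 0.143 for distal convoluted tubule and 0.114 for principal cell. Their medians were also negative, at -0.25, -0.57 and -0.29 in that order. The values therefore argue only against a loss of all tubule types alike. A lower share of these cell types and of intercalated cells is left open.

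In 3 transcripts the effect of genotype differed between males and females by the interaction test over all genes (adjusted p = 0.035 from limma for each). Slc14a2, a urea transporter, fell in the males, with a difference of -4.03 between the effect in males and that in females; its change was -4.28 in males and -0.25 in females. This was seen with the probe for 1 of its transcripts, and 2 probes for another changed by 0.09 and 0.05 between the genotypes. Col6a2 had a difference of 2.18. The transcript listed as AF210281, which has no gene symbol here, had a fitted difference of 6.29. It was well above background only in the 2 control females and the 2 NEKO males, so both effects are taken against background and the size of the difference is not measured. How many transcripts pass depended on the processing, from 0 to 22 over the alternatives. Less inner medulla in the RNA of the male NEKO kidneys could lower Slc14a2, but a list of 6 other inner medulla genes did not settle it, with a median difference of -0.57 between the effects in males and females; its members go both ways in the comparison of genotypes. A shift of a whole slide would move control and NEKO mice alike. Instead, control males differed from control females by -0.57 for Slc14a2, against -4.60 in NEKO mice. For Col6a2 the difference was -1.11 in control and 1.07 in NEKO mice, and for AF210281 it was -2.94 and 3.35, which are opposite directions. A shift shared by both genotypes cancels from the interaction by which the 3 transcripts were picked. These differences therefore restate that choice and are not a separate test of such a shift. Sex of the animals stays open.

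Among the 13 genes the paper names that could be tested, 4 differed between the sexes after adjustment over those genes, none of which passed over all genes tested. The effect in males exceeded that in females by 2.82 for Clec4d (adjusted p over the 13 = 0.010 from limma, 0.13 over all genes), 2.09 for Clec4n (0.026 and 0.17), 1.86 for Nqo1 (0.046 and 0.26) and 1.66 for Nfe2l2 (0.046 and 0.29). The last 2 values rest in part on control replicate 4, a male with low levels of both genes. Nqo1 was at 1.24 there against 2.35 in the other control male, and Nfe2l2 at 1.90 against 3.05. A shift of the whole slide would also move the controls, but for Clec4n control males differed from control females by -0.29, against 1.80 in NEKO mice. These 2 values restate the interaction by which Clec4n was picked and are not a separate test. For Clec4d the differences were 0.29 and 3.11, but its control level was background on all 4 arrays. Its own controls therefore cannot show a shift of the slide, and its effect in each sex rests on that background. A shift of the whole slide would move other genes of the NEKO arrays alike. From female to male NEKO mice the mean level went from 4.23 to 4.44 for Hprt and from 6.99 to 7.15 for Slc34a1. It went from 1.17 to 1.13 for Cul3 and from 3.72 to 3.56 for Aqp2. No other tested gene the paper names rose by as much as 3.11. Hprt, Slc34a1, Cul3 and Aqp2 are far brighter than Clec4d, which was at -4.40 in female NEKO mice. They therefore cannot test a slide effect on dim probes, and such an effect on Clec4d stays open. A stronger Nrf2 response in the male NEKO kidneys is a candidate explanation: the Nrf2 target list had a median log2 change of 0.67 in females and 1.66 in males, a median difference of 0.88 (adjusted p over 12 lists = 0.032 from limma's fry). Other lists differed between the sexes by both camera and fry, among them lymphocyte (1.63), tubular injury (1.02), urothelium (2.01) and thick ascending limb (-0.44). The difference is therefore not particular to Nrf2 targets. The tubular injury list had a median log2 change of -0.07 in females and 1.35 in males (adjusted p over 12 lists = 0.032 from limma's fry). More advanced kidney damage in the males is as open as a stronger Nrf2 response, and these lists cannot tell them apart.

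In 3 of the 54 groups of 4 mice looked at there was a mouse far from the rest, by the gap to its nearest neighbour divided by the range of the group. They were Nqo1 in the controls (0.910), where replicate 4 was low at 1.24 against 2.35 to 2.46, Nfe2l2 in the controls (0.830), where replicate 4 was again low, and Aqp2 in the NEKO mice (0.854), where replicate 6 was low at 3.37. With 54 groups looked at, chance gives such a mouse in about 1 group in 20. Not all genes named in the text are in this count. Outside it, control replicate 1 was low for S100a8, at -6.43 against -4.89 to -4.57, and for S100a9, at -2.69 against -1.33 to -1.18. Replicate 4 was a control male. Its array had the lowest share of probes well above background (61.7%) and the most outlier spots (172), but the groups overlapped in both, and no explanation of its low values was tested beyond that.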

How the results depend on the processing

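Averaging over the sexes in a model with an interaction, and eBayes with a trend but not robust, were chosen after seeing the data; the other alternatives were set before the data were examined.

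Against 15 named genes called higher and 23 lower, the counts were 56 and 82 under normexp background correction, 34 and 41 under eBayes with a trend and robust, 29 and 53 with array weights, 9 and 14 with no sex term, 6 and 12 with detection required on all 8 arrays, 10 and 15 with no filter on dim probes, and 6 and 6 at an adjusted p under 0.01. The comparison named in the methods gave 743 and 882 without adjustment and 0 and 1 with it. Averaging over the sexes gave 204 and 208, and the trend alone 43 and 49. With each mouse left out in turn the counts ran from 8 to 19 and from 7 to 18, with 8 higher and 7 lower without NEKO replicate 6. The other alternatives stayed within 1.5 times the counts. The causes were not tested.

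The count of 0 glycosylation-related genes became 1 under normexp, 27 under the methods' comparison without adjustment, 7 when averaged over the sexes and 3 with the trend alone, and stayed 0 under the rest. Clec4d, at 3.62, and Clec4n, at 2.75, passed the threshold under the methods' comparison without adjustment, averaged over the sexes and with the trend alone; these change the test and not the value. Both stayed higher in NEKO kidneys under every alternative, from 1.44 to 3.78 for Clec4d and from 1.83 to 2.79 for Clec4n, and from 3.20 to 4.07 and from 2.35 to 3.07 with each mouse left out. Clec4d has no value where detection on all 8 arrays is required, since the probe is then removed. Signal over background limits what can be said of the size of the change in Clec4d, which is a bound.

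Keap1, at -1.63, failed the threshold under the methods' comparison with adjustment (adjusted p = 0.14, in a range from 0.0013 to 0.14 over the alternatives with adjustment) and passed it in all other fits, from -1.73 to -1.58 with each mouse left out. Aqp2 stayed on its side of the threshold in all of them.

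The Nrf2 target list, at 1.20, failed it under fry and with the correlation estimated, and ran from 1.06 to 1.41 with each mouse left out. The macrophage list, at 0.22, failed it under both of these, under quantile normalization (0.23), with detection on all 8 arrays (0.21) and with the mean of probes (0.21). With each mouse left out it ran from -0.030, without NEKO replicate 6, to 0.42, and it passed in 4 of those 8 fits.

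The 3 transcripts with an interaction of sex and genotype became 22 under normexp, 0 under quantile normalization, 1 with no filter, 5 with detection on all 8 arrays, 0 with the mean of probes, 12 with a trend and robust, 11 with the trend alone, and 0 to 5 with each mouse left out. The cause was not tested.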

Differences from the paper's values

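The paper's bars for Aqp2 mRNA in the kidney, measured by PCR in other mice, give a ratio of NEKO to control of about 1.4 in Fig. 3f, read by eye, while the arrays gave 0.857. The paper describes the transcript as unchanged, and on the arrays its log2 change was -0.22 (standard error 0.12, adjusted p = 0.35 from limma). Under every alternative set before the data were examined the array ratio stayed below the paper's by more than the spread between NEKO mice, from 0.814 to 0.906 with each mouse left out and from 0.847 to 0.873 otherwise.

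The paper states that Clec4d and Clec4n are upregulated in NEKO kidneys. On the arrays both were higher in every NEKO mouse, with log2 changes of 3.62 and 2.75, but neither passed the adjusted p of 0.05 (0.064 and 0.065 from limma). Settings that call both genes were the comparison named in the methods without adjustment, set before the data were examined, and 2 settings chosen after seeing the data: the effect averaged over the sexes in a model with an interaction (adjusted p = 0.0036 and 0.0064) and eBayes with a trend but not robust (adjusted p = 0.048 and 0.0495). The other alternatives, the methods' comparison with adjustment included, called neither. The paper also states that Nqo1 and Gclc, measured in tissues of other mice, are upregulated in most tissues without Keap1 and keep this outside the oesophagus and skin of NEKO mice. In the kidneys on the arrays the changes were 2.62 for Nqo1 (adjusted p = 0.065) and 0.95 for Gclc (adjusted p = 0.25); Nqo1 was called under normexp background correction, under the comparison named in the methods without adjustment and under the 2 settings chosen after seeing the data, and Gclc under none. The change of Gclc was 0.34 in females and 1.55 in males, and it went from 0.73 without control replicate 7 to 1.34 without control replicate 8.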

Other observations

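The test of macrophages of the kind in control kidneys and the test of neutrophils were chosen only after the result was seen.

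The paper links Clec4d and Clec4n to macrophages, so lists of cell type genes written before the data were examined were tested for a change in the makeup of the kidneys. All genes of the macrophage list except Itgam and Msr1 were well above background in all 4 control kidneys, so kidneys of control mice express them too. The macrophage list, 18 genes, had a median log2 change of 0.22 (camera, adjusted p = 0.033 over 12 lists; 0.61 by fry and by camera with the correlation estimated), and it turned to -0.03 without NEKO replicate 6. Clec4n, which control kidneys also express, less the mean of the macrophage list was higher in every NEKO mouse than in every control mouse (two-sided exact permutation test, p = 0.0286), which argues against more macrophages of the kind in control kidneys. The list's median was -0.25 in females and 0.77 in males, a median difference of 1.13 (adjusted p = 4.0e-07 by camera and 0.12 by fry). Of the 5 genes of the list with the highest level in controls, Ctss changed by 0.20 (-0.48 in females and 0.89 in males), C1qc by -0.13 (-0.59 and 0.33), Csf1r by -0.19 (0.29 and -0.67), Mpeg1 by 0.61 (-0.19 and 1.42) and C1qa by 0.03 (-0.45 and 0.51). The largest rise over both sexes was that of Lyz2, by 1.38 (adjusted p = 0.27), which had a low level of -3.71 in controls. An influx of a small number of cells with much Clec4d could still escape a list that resident macrophages fill. On these arrays, other myeloid cells therefore cannot be told apart from a rise inside kidney cells. The paper reports both genes higher in collecting duct cells sorted from NEKO kidneys than in those from controls. It also reports a rise of both after Keap1 deletion in renal tubular cells from the embryonic stage, but not from the adult stage. Its histology showed infiltrating inflammatory cells in NEKO kidneys of the same age as those on the arrays. Trem2, chosen after its value was seen, rose by 2.77 (adjusted p = 0.12). For neutrophils, 4 of 10 genes could be tested; S100a8 and S100a9 rose by 3.01 and 2.81 in males and by 0.60 and 0.46 in females, and the list's median change in the female mice was 0.53, which settles nothing with 2 mice and 4 genes. The female rises of S100a8 and S100a9 rest on control replicate 1, at -6.43 and -2.69. The other control female was at -4.57 and -1.18, above the female NEKO means of -4.90 and -1.47.

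The Nrf2 target list had a median log2 change of 1.20, with 22 of 23 genes higher (camera, adjusted p = 4.8e-18; 0.051 by fry and 0.42 with the correlation estimated). Over all genes 2 of the 23 were called and adjusted over the list alone 21. Medians of the other lists were 1.72 for neutrophil, 0.16 for lymphocyte, 0.65 for tubular injury, -0.25 for thick ascending limb, -0.57 for distal convoluted tubule, -0.29 for principal cell, 0.18 for podocyte and 1.10 for urothelium. By camera, the neutrophil, tubular injury and urothelium lists were higher and the thick ascending limb, distal convoluted tubule, principal cell and intercalated cell lists lower at an adjusted p under 0.05; under fry and under the estimated correlation no list of the 12 passed it. The podocyte list's median is above 0 and its mean is -0.28, and the lymphocyte list's mean is -0.02.

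Of the other genes the paper names, Slc34a1 changed by 0.08, Hprt by 0.08, Cul3 by -0.14, Nfe2l2 by -0.46 and Krt5 by 1.85, and none was called by limma. Krt5 was higher in all 4 NEKO mice and passed under the methods' comparison without adjustment, with an adjusted p of 0.14 from limma. The change of Nfe2l2 was -1.29 in females and 0.37 in males, and over both sexes it went from -0.86 without control replicate 4 to -0.28 without NEKO replicate 3. The sign in males rests on control replicate 4, at 1.90 against 3.05 in the other control male. The male NEKO mice lay between these levels, at 2.71 and 2.97. The change of Krt5 was 1.04 in females and 2.66 in males, and over both sexes it went from 1.47 without control replicate 4 to 2.29 without NEKO replicate 2. Of the genes for proteins that the paper reports as not affected, Aqp4 changed by -0.79 (adjusted p = 0.52 from limma) and Slc12a3, which encodes NCC, by -0.57 (adjusted p = 0.20 from limma). The change of Aqp4 was 0.45 in females and -2.03 in males (adjusted p of the difference over the 13 genes the paper names = 0.069, and 0.37 over all genes, from limma), and it went from -0.22 without NEKO replicate 6 to -1.31 without NEKO replicate 2. The change of Slc12a3 was -0.24 in females and -0.91 in males (adjusted p of the difference over the 13 genes = 0.14 from limma). Slc26a4, an intercalated cell transporter chosen after its value was seen, fell by 2.07 on the log2 scale (adjusted p = 0.081 from limma), lower in all 4 NEKO mice.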
